A study of Homo sapiens with 15 samples. Its data were reported in "TTCA: an R package for the identification of differentially expressed genes in time course microarray data" (2017).

How the data were processed

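Gene expression was measured in H1975, an established human non-small cell lung cancer line, with Affymetrix GeneChip Human Gene 2.0 ST arrays. Cells were kept overnight without serum and then received epidermal growth factor (EGF) at 50 ng/ml. The labels give the hour and a replicate number of each of the 15 arrays. There were 2 arrays at 0.5 h, 3 at 24 h, 3 at 48 h and 1 array at each of 1, 2, 4, 6, 8, 12 and 18 h. The protocol text of the labels does not list 18 h, and this array was used as labelled. Unstimulated cells were not analysed here.

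The deposited values are a SCAN score for each probe set, which the authors computed with Single Channel Array Normalisation. This method corrects each array on its own for the GC content of its probes, works on a log scale and standardises within the array, with no step between arrays. The authors mapped probes to genes with the annotation of the manufacturer and left out arrays they judged to be outliers. The version of the SCAN software is not given in the sources used here. Differences are therefore given in SCAN units. The data do not show that 1 SCAN unit is a fixed fold change, so no fold change is given. Because each array is standardised on its own, a difference describes a gene relative to the other probe sets of its array.

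The table holds 39937 probe sets with no missing value, and no pair of arrays was identical. The platform annotation used here pairs 15426 probe sets with exactly 1 gene symbol, none with several, and leaves 24511 without a name. Symbols were brought up to date through the gene identifier with the table of assembly GRCh38.p14, which was used only for names and for which genes lie within each other. Where several probe sets carried the same symbol (534 genes), the one with the highest mean over all arrays was kept. This left 14675 genes, of which 11903 were protein-coding. No filter on dim probe sets was applied, and no further normalisation between arrays.

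The arrays were placed in an early (0.5, 1 and 2 h, 4 arrays), a middle (4, 6, 8 and 12 h, 4 arrays) and a late window (18, 24 and 48 h, 7 arrays). These limits were chosen here. Linear models were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with default settings), with two-sided moderated tests. Benjamini-Hochberg adjustment ran over all 14675 genes, and a gene was called at an adjusted p under 0.05. A fit with window as a 3-level factor gave the contrasts of windows, so its residual spread also holds differences between times within a window. Its 12 residual degrees of freedom count arrays of the same time as independent, although these share the deviation of their time from the window mean. The SE and p-values of the contrasts of windows can therefore be too small. A fit with time as a 10-level factor gave 0.5 h against 48 h and 24 h against 48 h. Its 5 residual degrees of freedom came from the 3 times with replicates. The time course was tested with an F test on a natural cubic spline in log2 of time with 3 degrees of freedom. Standard errors (SE) are those of limma after moderation.

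A peak score following the idea of the study was also computed. It is the largest distance of a mean at any of the 10 times from the mean over all of them, which serves as a constant reference. A gene was called when this distance exceeded 2 times a noise threshold. That threshold was the 0.95 quantile of the standard deviations between replicates among genes of similar mean, in 14 groups. It lay between 0.0616 and 0.0802. No p-value belongs to this score.

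A total of 22 gene lists with 485 entries were drawn up, and 288 entries were measured. They cover immediate-early transcription factors, feedback regulators of ERK and EGFR signalling, EGF family ligands, cytokines and chemokines, YAP and serum response factor targets, invasion genes, S phase and G2/M genes, ribosome biogenesis, ribosomal proteins, FOXO targets, cholesterol synthesis, ATF4 and the unfolded protein response, p53 targets, hypoxia and glycolysis, interferon-induced genes, epithelial and mesenchymal markers, growth factor receptors, replication-dependent histones, blood cell markers, fibroblast and endothelial markers, and the genes the study names. None of the 16 histone genes was measured under a name here. Lists were tested with camera at a preset correlation of 0.01, with camera at an estimated correlation, and with fry. Adjustment ran over the lists within a comparison, and list p-values are those of camera unless fry is named. Member counts are given for the adjustment over all genes and for that over the list alone.

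The contrasts, the gene lists and the rule for the genes named in the text were fixed before the data were examined. This rule takes the 8 highest and 8 lowest called differences of each contrast, the 10 largest ranges of the time course and the 10 largest peak scores, leaving small RNA, uncharacterised and olfactory receptor symbols out of these rankings. It adds up to 4 members of each list with the smallest p and the genes the study names. Genes named outside this rule are marked as such.

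The scripts were tested on simulated data in which 100 genes were moved by 0.2 and 100 by 0.4 SCAN units. For a move of 0.2 the share recovered was 95% for early against late, 91% for middle against late, 89% for early against middle, 88% for 0.5 h against 48 h, 80% for 24 h against 48 h, 73% for the time course and 80% for the peak score. For a move of 0.4 it was at least 98% in each. Of the unmoved genes, 3 to 13 were called in the limma tests and 183 (1.26%) by the peak score. In simulated lists for early against late, camera with either correlation and fry each called 5 of 5 moved lists and 0 of 10 unmoved lists. The noise was drawn independently for each simulated gene and array. The simulation therefore does not test arrays of the same time that deviate together from their window. Nor does it test lists whose members move together, such as S phase genes (estimated correlation 0.74 early against late).

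The alternatives were quantile normalisation, centring of arrays on their medians, a filter on dim genes, all probe sets, moderation with a trend and robust fit, array weights, a replicate block, replicate 1 arrays alone, other window limits, other splines, other peak references and thresholds, and leaving out each array in turn. Leaving out the 48 h arrays, testing protein-coding genes alone, centring for the gene lists, and gene families picked from the results were added after the data had been seen. Principal components were computed on all genes. The number of arrays limits the precision, since 7 of the 10 times had 1 array. Nothing in the labels says that replicates came from separate cultures, so p-values measure only the spread between these samples, which may be technical.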

Results

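Transcript levels were measured on 15 Human Gene 2.0 ST arrays of H1975 cells, a human lung adenocarcinoma line, at 10 times from 0.5 h to 48 h after addition of 50 ng/ml EGF to serum-starved cells. The early window held 4 arrays (0.5 h, n = 2; 1 h and 2 h, n = 1 each), the middle window 4 (4, 6, 8 and 12 h, n = 1 each) and the late window 7 (18 h, n = 1; 24 h and 48 h, n = 3 each). Levels are SCAN scores, and each contrast is the first named time minus the second. All arrays carried EGF, and the comparisons ask how the transcripts of the treated cells moved from the first to the last hours. Time after EGF and time in serum-free culture run together in these arrays.

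The median score of an array lay between 0.0644 and 0.0789, and single scores between -0.983 and 4.41. Across genes, which are not independent replicates, the correlation of arrays of the same time was 0.997, and that of 0.5 h with 48 h arrays lay between 0.981 and 0.982. The median standard deviation between replicates was 0.0253 at 0.5 h (n = 2), 0.0312 at 24 h (n = 3) and 0.0314 at 48 h (n = 3). The first principal component held 53.4% of the variance and followed time. Early arrays lay between -6.71 and -5.49 on it, the 12 h array at -2.68, the 18 h array at 3.30, the 24 h arrays between 2.47 and 2.65 and the 48 h arrays between 9.81 and 10.14. The 2 h array stood apart on the fourth component (4.74% of the variance), at 5.58.

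In the early window, immediate-early genes stood above their level at 4 to 12 h. CCN2, a matricellular protein gene driven by YAP and serum response factor, scored 2.05 early and 0.47 in the middle window, a difference of 1.58 ± 0.062 (SE; adjusted p = 7.7e-12). EGR1, a zinc finger transcription factor, was higher by 0.98 ± 0.15 (adjusted p = 0.0018), and JUN, a subunit of AP-1, by 0.56 ± 0.10 (adjusted p = 0.0056). EDN1, the precursor of endothelin 1 (0.56 ± 0.092), PTGER4, a prostaglandin E2 receptor (0.54 ± 0.057), and CXCL8, the chemokine interleukin 8 (0.52 ± 0.075), were also higher early. Of the 12 measured secreted cytokines and chemokines, CXCL8 was the only 1 called (2 adjusted over the list alone; list adjusted p = 0.0340, and adjusted p = 0.114 with an estimated correlation). CAVIN2, a coat protein of caveolae, was higher by 0.47 ± 0.028 (adjusted p = 5.8e-09). TXNIP, an inhibitor of thioredoxin and glucose uptake, was lower early, at 1.84 against 2.15 (adjusted p = 0.0074).

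Of 19 measured immediate-early transcription factors, 11 were higher early and 0 lower, and 16 were higher adjusted over the list alone. Besides EGR1 and JUN they included FOSB (0.31 ± 0.032), SRF (0.23 ± 0.028) and KLF6 (0.33 ± 0.056). A second FOSB probe set differed by 0.065 (adjusted p = 0.289 over all probe sets). FOS itself scored 0.63 early and 0.18 in the middle window, which did not pass (adjusted p = 0.058). Its early scores were uneven, at 0.95 and 0.88 at 0.5 h, 0.58 at 1 h and 0.093 on the single 2 h array. The list moved against all other genes (camera adjusted p = 5.6e-26, and adjusted p = 2.9e-04 with an estimated correlation). Among feedback regulators of ERK and EGFR signalling, 5 of 13 were higher (5 adjusted over the list alone), mostly phosphatases of MAP kinases such as DUSP5 (0.31 ± 0.044), DUSP4 (0.18 ± 0.034) and DUSP2 (0.16 ± 0.022). DUSP1 had the largest difference of these at 0.64 ± 0.14 (adjusted p = 0.022), but its call ended without any 1 of 6 arrays, including both 0.5 h arrays, with an adjusted p of up to 0.0959. The camera adjusted p of this list was 6.4e-09, and adjusted p = 0.0176 with an estimated correlation. Of 5 measured EGF family ligands 2 were higher early (3 adjusted over the list alone), among them EREG (epiregulin) by 0.26 ± 0.039. The ligand list had adjusted p = 3.0e-04, and adjusted p = 0.0176 with an estimated correlation. The HBEGF call ended without the 1 h, 4 h or 12 h array (adjusted p up to 0.0780). Of 9 measured YAP and serum response factor targets, 4 were higher (6 adjusted over the list alone), with THBS1, which encodes thrombospondin 1, at 0.36 ± 0.060. The list's adjusted p was 4.1e-12, and adjusted p = 1.5e-04 with an estimated correlation. The AMOTL2 call ended without any 1 of 4 arrays and the TPM1 call without any 1 of 14, in both cases including either 0.5 h array (adjusted p up to 0.0733 and 0.148). A second TPM1 probe set differed by 0.074 (adjusted p = 0.548 over all probe sets).

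Other early genes lay outside these groups. SNAI2, a repressor of epithelial genes, was higher by 0.41 ± 0.037 (adjusted p = 4.9e-06), NCL, which encodes nucleolin, by 0.16 ± 0.031 and AEN, an exonuclease gene induced by p53, by 0.19 ± 0.032. The lowest early differences after TXNIP were those of RSRP1 (-0.31 ± 0.033), SAMD9, an interferon-responsive antiviral gene (-0.27 ± 0.043), TMEM158 (-0.26 ± 0.061), ZNF221 (-0.25 ± 0.043), FAM200C (-0.25 ± 0.040), the noncoding RNA PURPL (-0.23 ± 0.036) and ANKZF1, a factor of ribosome quality control (-0.22 ± 0.024). The TMEM158 call ended without any 1 of 7 arrays, with an adjusted p of up to 0.115. Within the early window some of these genes were lower on the single 2 h array. EGR1 scored 1.69 there against 2.59 to 2.64 on the other early arrays, and JUN 1.30 against 1.86 to 1.95. For S phase genes limma called 0 of 31 members, with 0 at an unadjusted p under 0.05, and for G2 and M phase genes 0 of 42, with 2 at an unadjusted p under 0.05.

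limma called 232 of 14675 genes between the early and middle windows (1.58%), 94 higher and 138 lower early, and 1897 had an unadjusted p under 0.05. After quantile normalisation the split was 124 higher and 91 lower, and after centring 127 and 94. With 4 h moved to the early and 12 h to the late window 0 genes were called (916 at an unadjusted p under 0.05), 52 were called among replicate 1 arrays alone, and 124 with a replicate block. Of 37 named genes that passed, 12 did not pass without some single array, and the count of genes was 141 without replicate 1 of 0.5 h, 144 without the 1 h array and 154 without the 12 h array.

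**Figure D1:**
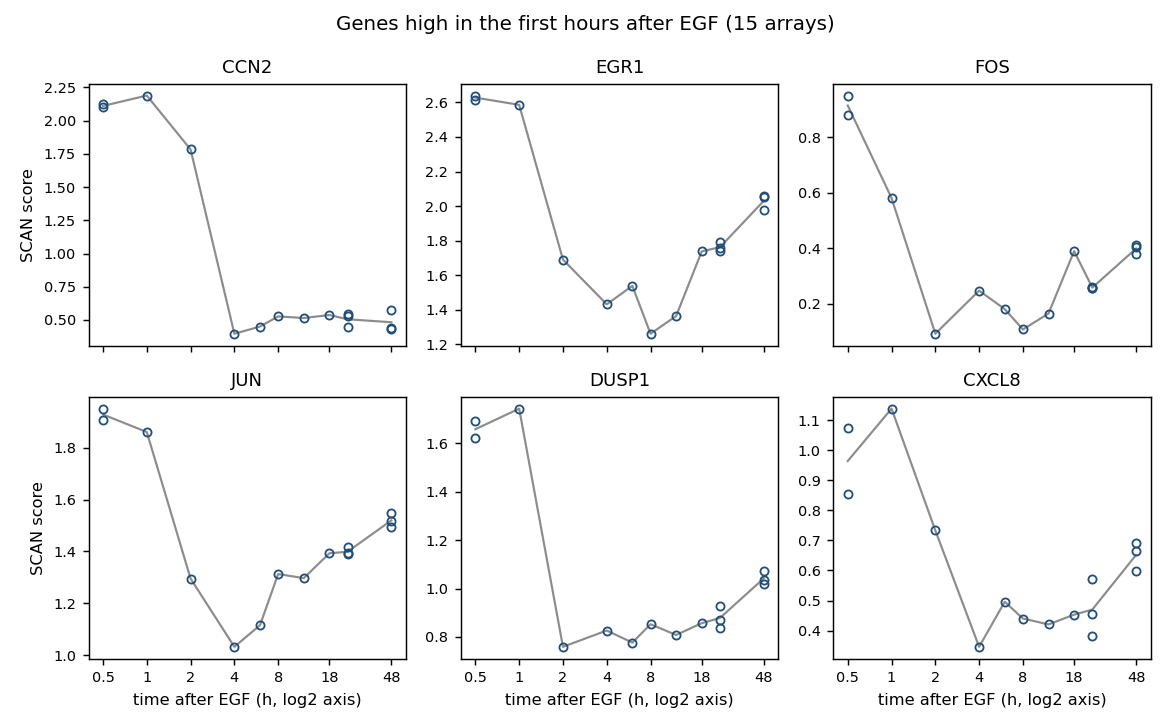
SCAN score (vertical axis) of CCN2, EGR1, FOS, JUN, DUSP1 and CXCL8 against hours after EGF (horizontal axis, log2 spacing). Open circles are the 15 arrays and the grey line joins the means of each time; CCN2 falls from 2.19 at 1 h to 0.40 at 4 h.

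Between the early and late windows, DTL, CCNE2, CDC6 and other genes of DNA replication fell, while NAPSA, PAEP, TXNIP and CXCL17 rose. As a group the S phase list did not hold with an estimated correlation (adjusted p = 0.0641). DTL, an adaptor that targets replication factors for degradation, was higher early by 0.77 ± 0.075 (adjusted p = 9.3e-07). CCNE2 (cyclin E2) was higher by 0.74 ± 0.056, CDC6, which loads the replicative helicase, by 0.73 ± 0.070, GINS2, part of that helicase, by 0.73 ± 0.10 and MCM10 by 0.66 ± 0.058. CCN2 had the largest difference of all at 1.55 ± 0.055 (adjusted p = 1.2e-12). In the other direction NAPSA, the aspartic protease napsin A that matures surfactant proteins, scored 0.60 early and 1.49 late (difference -0.90 ± 0.14, adjusted p = 1.3e-04).

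All 31 measured S phase genes were higher early (31 adjusted over the list alone), with a median difference of 0.43. PCNA, the sliding clamp of DNA polymerases, differed by 0.56 ± 0.064 and the helicase subunit MCM6 by 0.62 ± 0.053. The camera adjusted p was 3.0e-29, and adjusted p = 0.0641 with an estimated correlation, while fry gave adjusted p = 2.4e-05. Of 42 measured G2 and M phase genes 32 were higher early and 0 lower (37 higher adjusted over the list alone), among them the lamina-associated TMPO (0.38 ± 0.064) and the mitotic kinesin KIF2C (0.37 ± 0.081). Their camera adjusted p was 6.1e-13, and adjusted p = 0.320 with an estimated correlation, while fry gave adjusted p = 0.0129. For these genes the estimated correlation was 0.88 in the window fit and 0.0184 in the fit with time as a 10-level factor. Ribosome biogenesis genes were higher early in 12 of 16 (13 adjusted over the list alone), led by RRS1 (0.27 ± 0.027) and NCL (0.25 ± 0.027), with adjusted p = 2.4e-07, and adjusted p = 0.0732 with an estimated correlation. Of 12 ribosomal proteins 5 were higher and 0 lower (5 adjusted over the list alone), for example RPL11 by 0.13 ± 0.024 (adjusted p = 0.0037 for the list, and adjusted p = 0.0641 with an estimated correlation). KDR, an endothelial receptor of VEGF, was higher in the late arrays in which these groups were lower, at 0.92 against 0.44 (difference -0.48 ± 0.052), as the single called gene of 5 measured fibroblast and endothelial markers (1 adjusted over the list alone).

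Of 19 immediate-early transcription factors 12 were higher early and 1 lower (13 and 1 adjusted over the list alone), with MYC higher by 0.33 ± 0.060, KLF6 by 0.28 ± 0.050 and EGR1 by 0.51 ± 0.13. The list's adjusted p was 1.4e-05, and adjusted p = 0.0641 with an estimated correlation. EGF family ligands were higher in 3 of 5 (3 adjusted over the list alone), NRG1 by 0.22 ± 0.030 and EREG by 0.23 ± 0.035 (adjusted p = 0.0123, and adjusted p = 0.0732 with an estimated correlation). YAP and serum response factor targets were higher in 5 of 9 and lower in 1 (5 and 2 adjusted over the list alone; adjusted p = 0.0161, and adjusted p = 0.0641 with an estimated correlation). Feedback regulators went both ways, with 5 of 13 higher, such as DUSP4 (0.24 ± 0.030), and 4 lower, such as LRIG1, a membrane inhibitor of EGFR (-0.12 ± 0.022). Adjusted over the list alone these were 5 and 5, the median (-0.037) and the mean (0.034) differed in sign, and the list's adjusted p was 0.775.

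Genes that rose into the late window included PAEP, a secreted lipocalin (-0.79 ± 0.061), CXCL17, a chemokine of mucosal surfaces (-0.75 ± 0.091), CEACAM6, a cell surface adhesion protein (-0.61 ± 0.093), TMEM45B (-0.63 ± 0.058), the ectonucleotidase ENTPD3 (-0.61 ± 0.089) and ARHGEF38 (-0.60 ± 0.059). FOXO targets and quiescence genes were lower early in 9 of 14 and higher in 0 (9 and 1 adjusted over the list alone). They included TXNIP (-0.75 ± 0.052), the receptor ERBB3 (-0.35 ± 0.038), CCNG2, a cyclin of arrested cells (-0.25 ± 0.026), and RBL2, the pocket protein p130 (-0.22 ± 0.025), with adjusted p = 4.9e-07, and adjusted p = 0.0641 with an estimated correlation. Of 12 ATF4 and unfolded protein response genes 7 were lower early (7 adjusted over the list alone), such as SESN2 (-0.22 ± 0.030) and the asparagine synthetase ASNS (-0.19 ± 0.033), with adjusted p = 0.0056, and adjusted p = 0.0981 with an estimated correlation. Interferon-induced genes were lower early in 7 of 14 and higher in 2 (9 and 2 adjusted over the list alone). BST2, which tethers virions (-0.53 ± 0.056), IFI44L (-0.58 ± 0.075) and IRF7 (-0.34 ± 0.045) were lower, and OASL was higher (0.21 ± 0.032), with adjusted p = 0.0018, and adjusted p = 0.436 with an estimated correlation. VEGFA, which encodes vascular endothelial growth factor A, was also lower early (-0.32 ± 0.049).

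limma called 4048 genes between the early and late windows (27.6%), 1810 higher and 2238 lower early, with a median size of 0.124. After centring the split turned to 2235 higher and 1866 lower. Among replicate 1 arrays alone 1545 genes were called. Of 91 named genes that passed, 11 did not pass without some single array, among them FOS (without any 1 of 12 arrays, adjusted p up to 0.226) and JUN (without either 0.5 h array or the 1 h array, adjusted p up to 0.0789).

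The middle and late windows differed in the same replication genes. GINS2 scored 2.37 in the middle and 1.62 in the late window (difference 0.74 ± 0.10, adjusted p = 9.0e-05). DTL was higher in the middle window by 0.71 ± 0.075, CDC6 by 0.66 ± 0.070, EXO1, an exonuclease of mismatch repair, by 0.65 ± 0.069, CCNE2 by 0.65 ± 0.056, MCM6 by 0.63 ± 0.053 and MCM10 by 0.62 ± 0.058. MT1X, a metallothionein that binds zinc and copper, was higher by 0.62 ± 0.096. NAPSA (-0.79 ± 0.14), PAEP (-0.54 ± 0.061), CXCL17 (-0.51 ± 0.091), the stress ligand of NK cells ULBP1 (-0.45 ± 0.040), RNF225 (-0.46 ± 0.075), SLC60A1 (-0.46 ± 0.058) and TXNIP (-0.43 ± 0.052) were lower in the middle window.

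All 31 S phase genes (31 adjusted over the list alone) and 39 of 42 G2 and M phase genes (42 adjusted over the list alone) were higher in the middle window, and none lower. Camera gave adjusted p = 5.9e-36 and 7.7e-20, and with an estimated correlation adjusted p = 0.110 and 0.193. The estimated correlations were again those of the window fit. As before, KDR was higher in the late arrays (-0.41 ± 0.052), while the fibroblast proteoglycan LUM was lower there (0.086 ± 0.025, a call that ended without the 4 h or the 12 h array, adjusted p up to 0.0822). Ribosome biogenesis genes were higher in 7 of 16 (8 adjusted over the list alone; adjusted p = 6.1e-06, and adjusted p = 0.184 with an estimated correlation). Genes of cholesterol synthesis and uptake were higher in 4 of 12 (4 adjusted over the list alone), such as ACAT2 (0.30 ± 0.077) and NSDHL (0.15 ± 0.037). The list's adjusted p was 0.0156, and adjusted p = 0.579 with an estimated correlation. The calls of IDI1 and FDPS ended without some single array, among them the 6 h and the 12 h array (adjusted p up to 0.113 and 0.0533). A second FDPS probe set differed by 0.058 (adjusted p = 0.405 over all probe sets).

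Of 13 feedback regulators 6 were lower in the middle than in the late window (6 adjusted over the list alone), among them ERRFI1, which binds and inhibits EGFR (-0.29 ± 0.040), DUSP6, a phosphatase of ERK (-0.24 ± 0.058), and LRIG1 (-0.13 ± 0.022), with adjusted p = 0.0012, and adjusted p = 0.193 with an estimated correlation. Of 19 immediate-early transcription factors 5 were lower (5 adjusted over the list alone), such as SRF (-0.23 ± 0.025) and JUNB (-0.22 ± 0.052), with adjusted p = 0.0068, and adjusted p = 0.193 with an estimated correlation. EGR1 differed by -0.47 ± 0.13 (adjusted p = 0.0152), but not without the 8 h array (adjusted p = 0.0576). FOXO targets were lower in 9 of 14 (10 adjusted over the list alone), such as YPEL3 (-0.28 ± 0.041) and ERBB3 (-0.28 ± 0.038), with adjusted p = 2.3e-07, and adjusted p = 0.110 with an estimated correlation. ATF4 and unfolded protein response genes were lower in 7 of 12 (7 adjusted over the list alone; adjusted p = 7.5e-04, and adjusted p = 0.110 with an estimated correlation).

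limma called 2806 genes between the middle and late windows (19.1%), 1493 higher and 1313 lower in the middle window. After quantile normalisation the split turned to 1397 higher and 1483 lower. Without the 48 h arrays, a choice made after the data had been seen, 1829 genes were called, with 4 h and 12 h moved 921, and among replicate 1 arrays alone 1416. Of 68 named genes that passed, 13 did not pass without some single array, among them EGR1 and LUM.

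**Figure D2:**
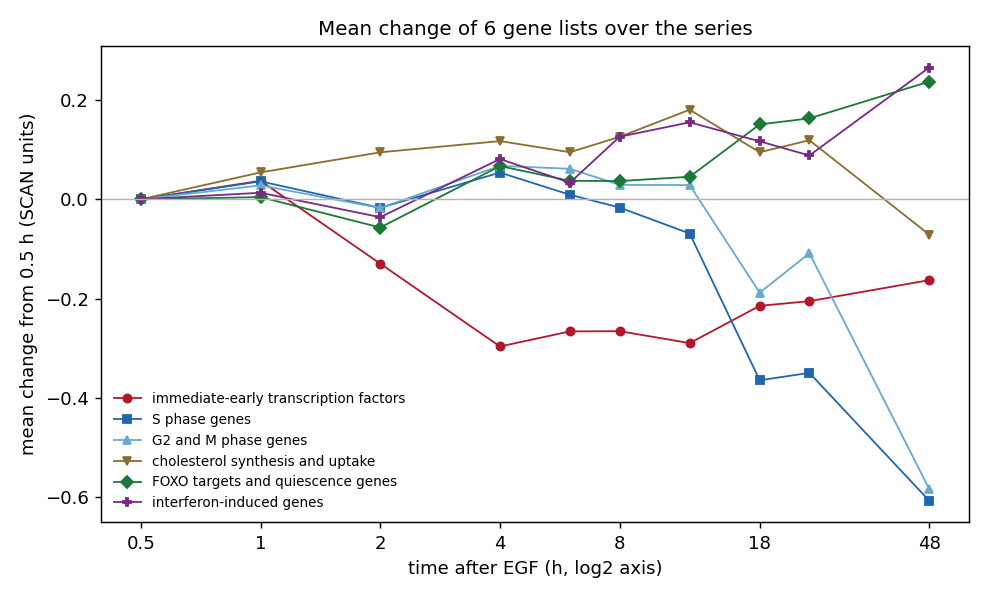
Mean change from 0.5 h in SCAN units (vertical axis) of 6 gene lists against hours after EGF (horizontal axis, log2 spacing); each line joins the means over the measured members of a list. Immediate-early transcription factors lie at -0.30 at 4 h, and S phase genes at -0.61 and G2 and M phase genes at -0.58 at 48 h.

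From 0.5 h to 48 h, genes of cell division fell, while NAPSA, CXCL17, PAEP and CEACAM6 rose. MKI67, the Ki-67 antigen of cycling cells, scored 2.49 at 0.5 h (n = 2) and 1.51 at 48 h (n = 3), a difference of 0.98 ± 0.029 (adjusted p = 9.5e-14). GINS2 was higher at 0.5 h by 1.02 ± 0.029, SHCBP1 by 0.97 ± 0.034, the mitotic kinase PLK1 by 0.95 ± 0.035, the spindle protein SPAG5 by 0.95 ± 0.032, the replication factor TICRR by 0.95 ± 0.029 and DTL by 0.95 ± 0.030. CCN2 differed by 1.63 ± 0.042 (adjusted p = 2.8e-14). NAPSA (-1.24 ± 0.052), CXCL17 (-1.04 ± 0.036), PAEP (-0.96 ± 0.030), CEACAM6 (-0.93 ± 0.054), ENTPD3 (-0.89 ± 0.032), TXNIP (-0.85 ± 0.031), TMEM45B (-0.83 ± 0.034) and ARHGEF38 (-0.71 ± 0.031) were higher at 48 h.

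Of 42 G2 and M phase genes 40 were higher at 0.5 h (40 adjusted over the list alone), such as CKAP2L (0.94 ± 0.030) and the kinase AURKB (0.86 ± 0.030), and of 31 S phase genes 30 (30 adjusted over the list alone), such as thymidylate synthase TYMS (0.92 ± 0.030). Both lists held with an estimated correlation (adjusted p = 4.6e-04 for each). KDR was higher at 48 h, where these genes were lower (-0.63 ± 0.033). Interferon-induced genes were lower at 0.5 h in 12 of 14 and higher in 1 (12 and 1 adjusted over the list alone), with IFI44L at -0.69 ± 0.037, IRF7 at -0.44 ± 0.030 and MX2 at -0.42 ± 0.029, and FOXO targets in 9 of 14 (9 adjusted over the list alone), with YPEL3 at -0.43 ± 0.044. Each of these lists also held with an estimated correlation (adjusted p = 0.0438). Of 19 immediate-early transcription factors 12 were higher at 0.5 h and 3 lower (12 and 3 adjusted over the list alone), with FOS higher by 0.51 ± 0.031, JUN by 0.41 ± 0.030 and FOSL1 by 0.36 ± 0.030 (adjusted p = 5.1e-05, and adjusted p = 0.0679 with an estimated correlation). Feedback regulators split into 4 higher at 0.5 h, with DUSP1 at 0.62 ± 0.035, and 7 lower, with SPRY2, a Sprouty inhibitor of receptor signalling, at -0.44 ± 0.036 (4 and 8 adjusted over the list alone; list adjusted p = 0.274). MMP13, a collagenase, was lower at 0.5 h (-0.51 ± 0.037), as 1 of 3 lower genes among 5 measured invasion genes (4 adjusted over the list alone; adjusted p = 0.0040, and adjusted p = 0.182 with an estimated correlation). EGFR, the receptor of the ligand itself, was also lower at 0.5 h (-0.17 ± 0.029), and the receptor MET higher (0.27 ± 0.030).

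limma called 4199 genes between 0.5 h and 48 h (28.6%), 1926 higher and 2273 lower at 0.5 h, with a median size of 0.150. Of 97 named genes that passed, 15 did not pass without some single array; none of those is named for this contrast.

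Between 24 h and 48 h, the times with 3 arrays each, mitotic and sterol genes fell and interferon-induced genes rose. PLK1 scored 2.36 at 24 h and 1.51 at 48 h, a difference of 0.85 ± 0.031 (adjusted p = 3.7e-12). The mitotic kinesin KIF20A was higher at 24 h by 0.80 ± 0.029, the kinetochore gene SKA1 by 0.77 ± 0.041, CDCA8, a subunit of the chromosomal passenger complex, by 0.76 ± 0.033, MKI67 by 0.75 ± 0.026, TOP2A, which untangles DNA, by 0.74 ± 0.028, HMMR by 0.73 ± 0.031 and IQGAP3 by 0.73 ± 0.028. NAPSA (-0.70 ± 0.046), SFTPA1, which encodes surfactant protein A (-0.47 ± 0.045), CEACAM6 (-0.45 ± 0.048), CXCL17 (-0.45 ± 0.033), ENTPD3 (-0.44 ± 0.029), MMP28 (-0.43 ± 0.033), PAG1 (-0.39 ± 0.030) and KIAA0825 (-0.38 ± 0.029) were higher at 48 h.

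Of 42 G2 and M phase genes 40 were higher at 24 h (41 adjusted over the list alone), with a median difference of 0.55, and of 31 S phase genes 27 (28 adjusted over the list alone), with a median of 0.27. Both held with an estimated correlation (adjusted p = 2.5e-04 and 6.5e-04). Genes of cholesterol synthesis and uptake were higher at 24 h in 11 of 12 and lower in 0 (11 adjusted over the list alone). ACAT2, a thiolase of the pathway, differed by 0.39 ± 0.032, INSIG1, which holds back sterol-regulated transcription factors, by 0.28 ± 0.026, the decarboxylase MVD by 0.27 ± 0.030 and the synthase HMGCS1 by 0.25 ± 0.031 (list adjusted p = 1.4e-13, and adjusted p = 0.0264 with an estimated correlation). Interferon-induced genes were lower at 24 h in 12 of 14 and higher in 0 (13 adjusted over the list alone), with IFI44L at -0.31 ± 0.033, RSAD2, the antiviral enzyme viperin, at -0.29 ± 0.029, IFIT2 at -0.26 ± 0.036 and MX2 at -0.24 ± 0.026 (list adjusted p = 1.4e-13, and adjusted p = 0.0170 with an estimated correlation). KDR moved with these genes and was higher at 48 h (-0.25 ± 0.029). Feedback regulators were lower at 24 h in 7 of 13 (7 adjusted over the list alone), such as SPRY2 (-0.32 ± 0.032) and DUSP6 (-0.22 ± 0.027), with adjusted p = 1.4e-05, and adjusted p = 0.136 with an estimated correlation. FOXO targets were lower in 6 of 14 (6 adjusted over the list alone; adjusted p = 2.6e-04, and adjusted p = 0.105 with an estimated correlation). Immediate-early transcription factors were lower in 6 of 19 and higher in 1 (6 and 1 adjusted over the list alone), with EGR1 at -0.27 ± 0.029 and FOSL1 at 0.26 ± 0.027 (adjusted p = 0.0204, and adjusted p = 0.281 with an estimated correlation). CCN2, which had led the early contrasts, scored 0.51 and 0.48 and did not pass (adjusted p = 0.789).

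limma called 1889 genes between 24 h and 48 h (12.9%), 980 higher and 909 lower at 24 h, with a median size of 0.129. The split turned to 906 higher and 934 lower after quantile normalisation, and to 823 and 1092 after centring. Of 71 named genes that passed, 8 did not pass without some single array; none of those is named for this contrast.

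**Figure D3:**
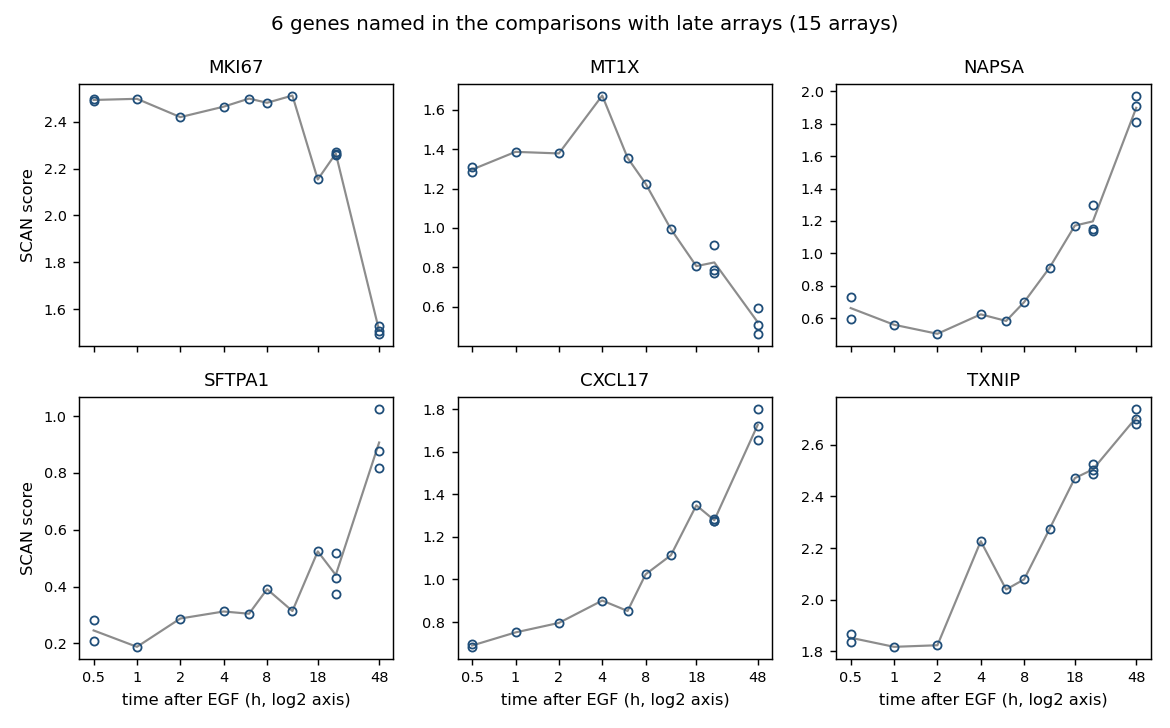
SCAN score (vertical axis) of MKI67, MT1X, NAPSA, SFTPA1, CXCL17 and TXNIP against hours after EGF (horizontal axis, log2 spacing). Open circles are the 15 arrays and the grey line joins the means of each time; MKI67 lies at 1.51 and NAPSA at 1.90 at 48 h.

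Over the whole time course the widest ranges belonged to CCN2, NAPSA and EGR1. The means of CCN2 reached 2.19 at 1 h and fell to 0.40 at 4 h, a range of 1.79, and those of EGR1 went from 2.63 at 0.5 h to 1.26 at 8 h, a range of 1.37. NAPSA spanned 1.39, MT1X 1.15 with its highest mean, 1.67, at 4 h, GINS2 1.15, CKAP2L 1.08, SHCBP1 1.08, DTL 1.07, the mitotic kinase PBK 1.05 and CXCL17 1.04. The spline test passed for 31 of 31 S phase genes (31 adjusted over the list alone), 41 of 42 G2 and M phase genes (42 adjusted over the list alone), 12 of 12 cholesterol genes (12 adjusted over the list alone), 15 of 19 immediate-early transcription factors (16 adjusted over the list alone), 12 of 13 feedback regulators (12 adjusted over the list alone) and 12 of 14 interferon-induced genes (12 adjusted over the list alone). The mean change of the S phase list from 0.5 h was -0.069 at 12 h, -0.36 at 18 h and -0.61 at 48 h. That of the cholesterol list was at 0.18 at 12 h and -0.071 at 48 h. The median 0.5 h minus 48 h difference of its members was 0.077, with 5 called higher and 2 lower at 0.5 h. The median of its scores, which is not a change of members, was 1.69 at 48 h and 1.66 at 0.5 h. The immediate-early list had a mean change of -0.30 at 4 h, and a median early minus middle difference of its members of 0.20. The median of its scores was 0.94 at 4 h and 0.91 at 0.5 h, which again is not a change of members.

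limma's F test called 4970 genes over time (33.9%). Of these, 1620 (32.6%) had their highest mean at 48 h and 1509 (30.4%) their lowest there, while 695 were highest at 4 h. Without the 48 h arrays, a choice made after the data had been seen, 2708 genes were called, and among replicate 1 arrays alone 1842. The EGR1 call was lost when time entered as a straight line in log2 of time.

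The 10 largest peak scores under the naming rule lay at 0.5 h, 1 h or 48 h. CCN2 lay 1.24 above its mean profile at 1 h and EGR1 0.83 above it at 0.5 h, while NAPSA lay 1.02 above it at 48 h. At 48 h GINS2 (-0.83), PLK1 (-0.82), MKI67 (-0.82), the cell cycle transcription factor MYBL2 (-0.81), cyclin A2 gene CCNA2 (-0.79), SKA3 (-0.78) and the checkpoint kinase BUB1 (-0.77) lay below their mean profile. Among immediate-early transcription factors 13 of 19 were called above the profile and 2 below, and among interferon-induced genes 10 of 14 above and 4 below. The score called 2294 genes (15.6%), of which 1121 lay above and 1173 below (1158 and 1133 after quantile normalisation). Of these, 1244 had their peak at 48 h and 604 at 0.5, 1 or 2 h. The latter comprised 81 at 0.5 h (2 arrays), 238 at 1 h and 285 at 2 h (1 array each). The noise threshold was the same for times with 1 array and for means of 3 arrays, so a time with 1 array exceeds it more easily. The largest score, that of CCN2, came to 23.0% of the detection range of 5.40 SCAN units. With the 0.99 quantile as noise threshold 968 genes were called, and with the 48 h means as reference 4895.

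The 15 measured genes that the study names were all called by this score, 11 above and 4 below, but the study chose them on arrays of this experiment, so they are not independent evidence. DUSP1, which is not among them, peaked at 1 h at 0.72. FOS peaked at 0.5 h at 0.58, CXCL8 at 1 h at 0.53, GLIPR1 at 1 h at 0.28, IL24, a cytokine of the interleukin 10 family, at 2 h at 0.22 and KITLG at 4 h at 0.18, while PTGS2, which encodes cyclooxygenase 2, had its largest distance below the profile at 4 h (-0.23) and PCNA at 48 h (-0.57). The precursor of miR-554 peaked at 0.5 h (MIR554, 0.85), and that of miR-4320 at 1 h (MIR4320, 0.62). Of 934 microRNA precursors 102 were called (10.9%), where draws of noise alone called a mean of 53.5. In the contrasts these study genes were higher early in 9 of 15 against the middle window (11 adjusted over the list alone) and in 11 of 15 against the late window (11 adjusted over the list alone). MYC, 1 of these genes, differed early against middle by 0.33 ± 0.068 (adjusted p = 0.0161), not without the 4 h or the 12 h array (adjusted p up to 0.0578). The early against middle calls of GLIPR1, JUNB and PTGS2 also ended without any 1 of 6, 5 and 3 arrays (adjusted p up to 0.140, 0.101 and 0.0784).

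The other lists are given for early against late. Of 12 secreted cytokines and chemokines 3 were higher and 1 lower early than late (3 and 1 adjusted over the list alone; list adjusted p = 0.561), with CXCL8 higher by 0.40 ± 0.067 and VEGFA lower. Of 9 p53 targets 1 was higher, AEN (0.27 ± 0.028), and 3 lower, such as TP53INP1 (-0.27 ± 0.034; 1 and 3 adjusted over the list alone; list adjusted p = 0.634). Of 10 hypoxia and glycolysis genes 1 was higher and 4 lower early (1 and 4 adjusted over the list alone; list adjusted p = 0.455), such as BNIP3 (-0.12 ± 0.023) and PGK1 (-0.11 ± 0.023). Of 16 epithelial and mesenchymal markers 3 were higher, such as SNAI2 (0.46 ± 0.033), and 5 lower, such as CLDN4 (-0.16 ± 0.034; 4 and 5 adjusted over the list alone). For this list the median (-0.019) and the mean (0.0057) differed in sign (list adjusted p = 0.862). Of 11 growth factor receptors 2 were higher, MET (0.20 ± 0.037) and AXL (0.15 ± 0.037), and 3 lower, such as ERBB3 (2 and 3 adjusted over the list alone; list adjusted p = 0.652). Of 12 cholesterol genes 2 were lower early than late (2 adjusted over the list alone; list adjusted p = 0.983), and without the 48 h arrays their median was -0.046 (adjusted p = 0.0081). Of 5 invasion genes 3 were lower early (3 adjusted over the list alone), with MMP13 at -0.30 ± 0.065. The list's adjusted p was 0.0439, and adjusted p = 0.264 with an estimated correlation. The calls of CD44 and MMP14 ended without some single array, among them replicate 1 of 0.5 h (adjusted p up to 0.0905 and 0.0877). Of 6 blood cell markers 1 was higher early, CD14 (0.12 ± 0.031), and 1 lower, CSF1R (-0.12 ± 0.021; 1 and 1 adjusted over the list alone; list adjusted p = 0.862). None of the 16 replication-dependent histone genes was measured under a name.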

Values the study reported

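As the top effect size, the study gave 25.9% of the range from the lowest to the highest expression value in its data. It describes a distance between stimulated and control cells, unlike the peak score here, which is a distance from a mean profile. Of its 79 significantly regulated genes, 18 (23%) had no earlier link to EGF or its receptor. Its table gave consensus scores of 0.44 for miR-4320, 0.34 for miR554 and 0.32 for IL24, which its text calls relevance scores.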

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

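The tests of array scale drift, of unstimulated arrays and of the interferon-induced list were chosen only after the result was seen; the other tests were written down before.

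Single arrays that lay far from the others of their window were looked for among arrays, lists and named genes, where about 1 in 20 groups stands out by chance. This was so for 0 of 9 groups of array measures, 2 of 63 groups of list means (3.17%) and 10 of 138 groups of genes (7.25%). Windows mix times, so an array can stand out because its time does. At 2 h, DUSP1 scored 0.7588 (other early arrays 1.6238 to 1.7438), EGR1 1.6902 (2.5861 to 2.6398), JUN 1.2952 (1.8610 to 1.9513), PTGER4 0.6921 (1.0147 to 1.0501) and the mean of the YAP and serum response factor targets 1.1391 (1.2415 to 1.2455). At 1 h DTL scored 2.5058 (2.3737 to 2.3869) and EXO1 1.5425 (1.4233 to 1.4433). In the middle window IL24 scored 0.6829 at 8 h (0.5112 to 0.5390), RSRP1 1.1404 at 8 h (1.2265 to 1.2349), SAMD9 1.6448 at 6 h (1.7206 to 1.7332) and MIR4320 0.6618 at 4 h (0.8612 to 0.8750). The mean of the epithelial and mesenchymal markers was 1.5237 on replicate 1 of 48 h (other late arrays 1.4921 to 1.5035). Each of these stands on 1 array. The 2 h values of DUSP1 and JUN lie near those of the following arrays at 4 to 12 h (DUSP1 0.7763 to 0.8522, JUN 1.0317 to 1.3126), and EGR1 and PTGER4 were lower still at 4 h (EGR1 1.4312, PTGER4 0.3582).

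The 24511 probe sets without a name were not described in the report. Tested on their own, apart from the named ones, 2896 were called early against late, 1583 middle against late and 137 early against middle. At 0.5 h against 48 h 2734 were called, at 24 h against 48 h 1018 and over the time course 3499.

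S phase and G2/M genes were lower in the late window. A drift of the array scale that moves genes of similar mean score alike does not explain this, since 0 of 10000 random lists matched on mean score reached the median of the S phase list (0.4335; highest random 0.0848), and 0 that of the G2/M list (highest random 0.0633). Differences between replicate numbers do not explain it either: among arrays numbered 1, 31 of 31 S phase members (median 0.4829) and 41 of 42 G2/M members (median 0.4006) were higher early. Time without serum or cell density, and not EGF, cannot be told apart from EGF here, as 0 unstimulated arrays were used. Unstimulated cells kept without serum for the same hours, which were not analysed here, would be the comparison for this.

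Of 934 microRNA precursor probe sets 102 were called by the peak score. Random noise of these probe sets alone gave a mean of 53.52 calls in 100 draws and 69 at most, so part of the peaks cannot be told apart from noise. For 47 called precursors that lie within a single measured gene, the median correlation with that gene over the 10 times was 0.3378, above nearly all random draws (upper limit 0.1675), so signal from the transcript of the host gene could explain part of them. The host gene was called for 13 of the 47, against 42 of 285 for precursors without a peak (Fisher exact p = 0.0345). MIR554 followed its host TUFT1 (r = 0.836), while MIR4320 did not follow MYO5B (r = -0.595), and an assay of the mature microRNA would tell these apart.

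Interferon-induced genes were higher at 48 h than at 24 h. Standardisation within each array could lift all genes of similar level when proliferation genes fall, but 0 of 10000 random lists matched on mean score had a median as low as that of this list (-0.1575; lowest random -0.0847). This explanation does not account for the pattern. Whether the cells had begun to secrete interferon was not measured, and an interferon assay of the medium would test it.

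Other groupings of the arrays were also tried for the counts of genes. They moved single arrays, although arrays of the same time are close to one another (correlation 0.997) and are not independent members of a window. For the windows and the time course the ranks therefore do not measure how rare the real order of times is. No conclusion about chance is drawn from them. The early and late split came out first, as 1 of 100 splits drawn from 330, with 4048 genes and at most 1980 for another split, and middle against late as 1 of 100 with 2806 and at most 1890. In both cases the highest other split set replicate 2 of 24 h and the 48 h arrays against the rest. That rest held the early or the middle arrays besides other late ones, so its count cannot be assigned to differences within the late window. Early against middle came first as 1 of 35 splits (232 genes, at most 2 in another), and the time course as 1 of 100 shuffles (4970 genes, at most 1002). For 24 h against 48 h the real split was 1 of 10 (1889 genes, at most 0 in another), too few splits for a share under 0.05.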

How the results depend on the processing

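The tests without the 48 h arrays, on protein-coding genes alone and with centred arrays for lists were chosen only after the result was seen. Over all probe sets 7027 were called early against late, 4355 middle against late, 355 early against middle, 6806 at 0.5 h against 48 h, 8501 over the time course and 3847 by the peak score, with 39937 probe sets tested. Replicate 1 arrays alone gave 1545 early against late, 1416 middle against late, 52 early against middle and 1842 over the time course. They hold too few arrays for the contrasts of single times. The contrasts with the middle window depend on its limits. With 4 h in the early and 12 h in the late window 921 genes were called middle against late and 0 early against middle. A replicate block gave 124 early against middle. The 24 h and 48 h arrays with the same replicate number were each closest to one another after removal of the time means, but only weakly (r = 0.0103 to 0.0297), so the samples were not treated as pairs. Leaving out single arrays moved early against middle from 141 (without replicate 1 of 0.5 h) to 256 (without the 2 h array). Without the 48 h arrays 1829 genes were called middle against late and 2708 over the time course, and the cholesterol list reversed early against late to -0.0459 (adjusted p = 0.0081). The 0.99 quantile as noise threshold gave 968 peak calls. With the 48 h means as reference 4895 were called, and genes that peak at 48 h changed sign by construction, since their own peak became the reference: NAPSA -1.3949, GINS2 1.1496, PLK1 0.9926, MKI67 1.0006, MYBL2 1.0306, CCNA2 1.0066, SKA3 0.9967 and BUB1 0.9478, and EGR1 moved to -0.7687. Of the values of named genes 13215 stayed the same, 510 became weaker, 104 stronger and 9 reversed, and of those of lists 629, 71, 25 and 1. Of the 71 weaker list values, 50 came from the estimated correlation. Compared with camera at the preset correlation, fry left 82 list values the same, made 16 stronger and 7 weaker. Early against late, fry also called lists that camera did not, such as p53 targets (fry adjusted p = 0.0052) and growth factor receptors (fry adjusted p = 0.0036).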

Other observations

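The tests of gene families in this part were chosen only after the result was seen, since the families were picked because their members stood out. Their p-values therefore describe the pattern that led to the choice and are no independent evidence for it.

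Metallothioneins are small proteins that bind zinc and copper. Of 9 measured members 6 were higher at 0.5 h than at 48 h and 0 lower (7 adjusted over the list alone), with MT1X at 0.77, MT1F at 0.46, MT2A at 0.41 and MT1M at 0.27, and 4 were higher at 24 h than at 48 h (5 adjusted over the list alone). With an estimated correlation camera gave adjusted p = 0.0187 and 0.0310. Early against late 4 were higher (4 adjusted over the list alone; adjusted p = 0.0062, and adjusted p = 0.144 with an estimated correlation). Alveolar type 2 cells make surfactant. Of 10 measured genes of these cells 7 were lower at 0.5 h than at 48 h and 0 higher (7 adjusted over the list alone), with NAPSA at -1.24, SFTPA1 at -0.66, LPCAT1 at -0.21, NKX2-1, the lung lineage transcription factor, at -0.20 and SFTPB at -0.18. At 24 h against 48 h 5 were lower (5 adjusted over the list alone), and with an estimated correlation camera gave adjusted p = 0.0188 and 0.0342. Early against late 6 were lower (8 adjusted over the list alone; adjusted p = 1.5e-04, and adjusted p = 0.144 with an estimated correlation). SFTPC, SFTPD and PGC did not pass at 0.5 h against 48 h.

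Mitochondrial ribosomal protein genes were higher early than late in 29 of 77 and lower in 5 (34 and 7 adjusted over the list alone; adjusted p = 1.5e-04, and adjusted p = 0.173 with an estimated correlation). At 0.5 h against 48 h they were higher in 24 and lower in 3 (28 and 5 adjusted over the list alone; adjusted p = 0.0187 with an estimated correlation). Zinc finger genes of the ZNF family gave a mixed picture, with 52 of 491 higher and 133 lower early than late (55 and 146 adjusted over the list alone; adjusted p = 0.0062, and adjusted p = 0.144 with an estimated correlation). At 0.5 h against 48 h 50 were higher and 115 lower (50 and 119 adjusted over the list alone; list adjusted p = 0.0843), and at 24 h against 48 h 29 were higher and 16 lower (28 and 14 adjusted over the list alone; list adjusted p = 0.662). The directions of these families, where called, were the same after quantile normalisation and after centring.

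The lists differ in when they moved. The mean of the immediate-early list changed by -0.30 from 0.5 h to 4 h. The median early minus middle difference of its members was 0.20. The median of its scores, which is not a change of members, went from 0.9132 to 0.9386. The mean of the S phase list was at -0.069 at 12 h, -0.36 at 18 h and -0.35 at 24 h. The 4, 12 and 18 h values rest on 1 array each, and the protocol text does not list 18 h. The G2/M list was at -0.19 at 18 h, -0.11 at 24 h and -0.58 at 48 h, so its fall came mostly after 24 h.

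These arrays leave open whether EGF or the hours without serum drive the late pattern, and unstimulated cells of the same hours, which were not analysed here, would be the comparison for it. A count of cells in S phase at 12, 18 and 48 h would show whether the fall of replication genes matches an arrest. Staining of napsin A and surfactant protein A at 24 and 48 h would show whether their rise reaches the protein.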
